# Transcriptome analyses suggest minimal effects of Shank3 dosage on directional gene expression changes in the mouse striatum

**DOI:** 10.1080/19768354.2019.1595142

**Published:** 2019-04-12

**Authors:** Yeunkum Lee, Hyojin Kang, Chunmei Jin, Yinhua Zhang, Yoonhee Kim, Kihoon Han

**Keywords:** Shank3 dosage, striatum, transcriptome

## Abstract

Both deletions and duplications of the SH3 and multiple ankyrin repeat domains 3 (*SHANK3*) gene, encoding excitatory postsynaptic scaffolds, are causally associated with various brain disorders, suggesting that proper Shank3 dosage is critical for normal brain development and function. In addition to its well-established synaptic functions, recent studies have suggested that Shank3 can also affect gene expression in the nucleus. However, it has not been investigated whether there are a group of genes whose directional expression is regulated in a Shank3 dosage-dependent manner (i.e. showing opposite changes in expression following Shank3 reduction and overexpression). This is an important issue to be examined for better understanding why neuronal development and function are sensitive to Shank3 dosage, and how much transcriptional changes contribute to neuronal phenotypes affected by Shank3 dosage. To examine this, we performed transcriptome analyses on the striatum of *Shank3* heterozygous and knock-out mice, which identified three and 17 differentially expressed genes, respectively. We then compared the results to those of our previous striatal transcriptome analysis of *Shank3* overexpressing mice and identified 31 candidate genes showing directional expression changes in a Shank3 dosage-dependent manner. However, overall, their Shank3 dosage-dependent fold changes were very subtle (average of absolute log2(fold change) was 0.139). Meanwhile, the gene set enrichment analyses of the striatal transcriptome suggested that Shank3 dosage may affect anchoring junction-related functions. Taken together, these results suggest that Shank3 dosage minimally affects directional gene expression changes in the mouse striatum.

## Main text

The SH3 and multiple ankyrin repeat domains 3 (*SHANK3*) gene encodes core scaffolding proteins organizing the macromolecular protein complex of the neuronal excitatory postsynapses (Sheng & Kim 2000). Both deletions and duplications of the chromosomal region containing the *SHANK3* gene are causally associated with various neurodevelopmental and neuropsychiatric disorders, including autism spectrum disorders, schizophrenia, and bipolar disorder (Han et al. 2013; Monteiro & Feng 2017). Therefore, proper Shank3 dosage is critical for normal brain development and function (Toro et al. 2010). Mechanistically, biochemical, morphological, and functional changes of neuronal excitatory synapses in several brain regions were identified from both *Shank3* knock-out (KO) and overexpressing transgenic (TG) mice (Monteiro & Feng 2017).

Notably, beyond the synaptic changes, recent studies have suggested that Shank3 can also directly and indirectly affect gene expression in the nucleus, which may contribute to the neuronal pathophysiology of *SHANK3*-associated brain disorders. For example, Shank3 undergoes synapse-to-nucleus shuttling in an activity-dependent manner, which affects transcription of several genes (Grabrucker et al. 2014). In addition, synaptic Shank3-deficiency leads to increased nuclear localization of *β*-catenin, a Shank3-binding protein, which causes histone deacetylase 2 (HDAC2)-dependent transcriptional changes (Qin et al. 2018). Furthermore, our group performed transcriptome analyses (RNA-sequencing (RNA-seq)) in several brain regions of *Shank3* TG mice, including the striatum (Lee, Kim et al. 2017), medial prefrontal cortex (Jin, Kang, Ryu et al. 2018), and hypothalamus (Jin, Kang, Kim et al. 2018), and identified several differentially expressed genes (DEGs) from each brain region compared to wild-type (WT) mice. Even with this evidence, however, whether there are a group of genes whose expression is regulated in a Shank3 dosage-dependent manner (i.e. genes showing opposite changes in expression following Shank3 reduction and overexpression) has not been directly investigated. We reasoned that this is an important issue to be examined for better understanding why neuronal development and function are sensitive to Shank3 dosage, and how much transcriptional changes contribute to neuronal phenotypes affected by Shank3 dosage.

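Striatal RNA of 9 adult male mice aged 10 to 12 weeks was sequenced, from 3 WT, 3 HET and 3 KO mice, with 1 library per mouse. HET mice carry 1 intact *Shank3* allele and KO mice 0. The authors estimated transcript abundance with Salmon on GRCm38 with correction for GC bias, summed it per gene with tximport and divided it by DESeq2 size factors, and the deposited values are these normalized counts. The sum of normalized counts lay between 31354274 and 32888468 in the WT libraries (median 31507479), between 30830020 and 33790296 in the HET libraries (median 31549228) and between 30898890 and 33397415 in the KO libraries (median 31103994). These sums follow the normalization, and the number of reads behind each library is not known from them. The table lists 15464 genes, and 14239 of them had a normalized count of at least 10 in at least 3 libraries. For these genes, log2(normalized count + 1) was fitted with limma (trend option) over the 9 libraries together, with the genotype as the factor, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes are on this log2 scale, which understates the change of genes with low counts. No pair of libraries held identical nonzero values at any gene. The first principal component, with 33.6% of the variance, set HET replicate 3 and KO replicate 3 apart from the other libraries.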

We performed RNA-seq analysis in the striatum of adult *Shank3B* (exons 13–16 of *Shank3* gene are targeted) (Peca et al. 2011) heterozygous (HET), KO, and WT littermate mice and compared the results with that of our previous striatal RNA-seq analysis of age-matched *Shank3* TG mice (Lee, Kim et al. 2017; Jin, Kang, Ryu et al. 2018). We focused on the striatum because *Shank3* is highly enriched in the brain region, and because *Shank3B* KO mice display neuronal defects mainly in the striatum (Peca et al. 2011). Compared to the striatum of *Shank3* TG mice (75 DEGs; 33 up-regulated and 42 down-regulated), there was much less number of DEGs from both *Shank3B* HET (three DEGs; one up-regulated and two down-regulated) and KO striatum (17 DEGs; five up-regulated and 12 down-regulated) (Figure 1(A); Supporting material 1(Table 1 and 2)). 

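In the HET striatum, 0 of 14239 genes had an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment, and 158 genes (86 up and 72 down) had an unadjusted p under 0.05. In the KO striatum, the adjusted threshold was passed by 0 genes and the unadjusted one by 117 genes (55 up and 62 down). Chance alone, with independent genes, would give 712 genes at the unadjusted threshold in each comparison. The smallest adjusted p was 0.811 for HET and 0.912 for KO. The paper's DEGs come from another test, DESeq2 with p-values corrected by fdrtool, which was not repeated here. The 2 sets of counts are therefore not like for like. With an empirical null in limma, chosen after the values were seen, 1 gene passed in HET and 2 in KO. The count of 0 held under each alternative set before the data were examined, and the unadjusted count moved most to 394 genes for HET without HET replicate 2 and to 310 for KO with the replicate number as a block. Changes above 1.5-fold were fitted for 266 genes in HET and 254 in KO, and the median absolute log2FC was 0.088 and 0.079 against a median standard error of 0.15. To measure what the test detects in these libraries, known changes were added to 200 genes in the KO values. With a log2FC of 1, 133 of the 200 genes were called. With a log2FC of 0.5, 0 were called in these libraries, against 18 in simulated libraries of the same number with independent noise. These counts hold for 200 genes changed at once. The Benjamini-Hochberg adjustment is stricter when fewer genes change, so changes of this size in a few genes are not excluded. Neither *Slc5a6* in HET (log2FC −0.92, adjusted p = 0.811 from limma) nor *Acvrl1* in KO (−1.09, adjusted p = 0.999) was called.

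**Figure D1:**
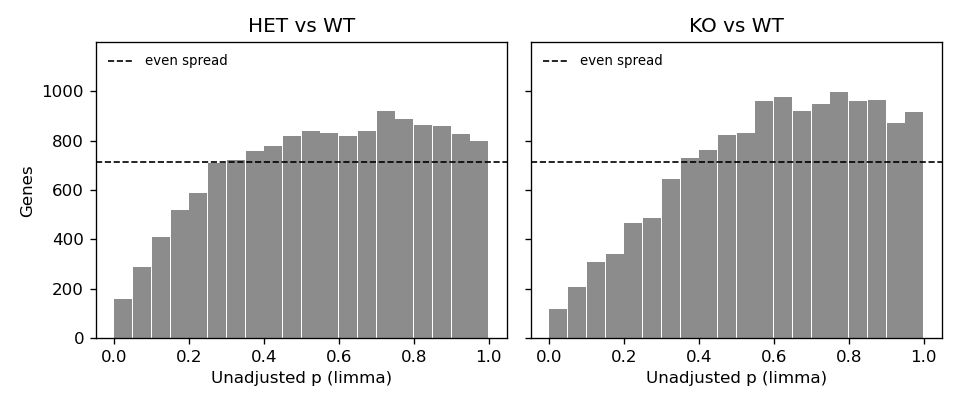
Number of genes (vertical axis) by unadjusted p from limma (horizontal axis, in steps of 0.05) in HET against WT and in KO against WT. The dashed line marks an even spread, 712 genes per step, and the leftmost bars hold 158 and 117 genes.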

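At an unadjusted p under 0.05, 20 genes were shared by the HET and KO striatum, and all 20 changed in the same direction. *Adamts20*, *Pcdhga2* and *Dennd6b* were among them, while *Shank3* and *Ttn* were not. Both comparisons use the same 3 WT libraries. Simulated groups without any change against shared WT libraries gave 187.2 ± 13.7 shared genes (SD over 100 simulations). In each simulated comparison 5% of the genes pass, and about 1% passed here, so the simulated count is no benchmark for the 20. Of the simulated genes, 183.6 ± 13.5 (SD) had the same sign in both comparisons, so that equal directions alone do not set the 20 genes apart. The TG libraries were not analysed here.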

When the three DEG lists were compared, only two genes (*Shank3* and *Titin* [*Ttn*]) were common between the TG and KO striatum, and there was no overlap between the HET and either TG or KO striatum (Figure 1(B)). Unexpectedly, similar to the TG striatum, total *Shank3* transcripts were increased in the KO striatum (Figure 1(B)). This was due to increased expression of the non-targeted *Shank3* exons (mostly exons 1–12, possibly as a compensatory response) (Supporting material 1(Figure 1)), which was confirmed by qRT-PCR experiments with *Shank3* primers against exons 6–7 (Figure 1(B)).

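*Shank3* (ENSMUSG00000022623) is a protein-coding gene on the plus strand of chromosome 15 of GRCm38, from 89499623 to 89560261. Its normalized count was 7355 ± 1390 (SD, n = 3 mice) in WT, 7574 ± 476 (SD, n = 3) in HET and 10540 ± 283 (SD, n = 3) in KO. The 3 KO libraries had 10240, 10800 and 10580 normalized counts, each above the highest WT library with 8812 (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). The log2FC in KO was 0.54 (standard error 0.13, adjusted p = 0.999 from limma with Benjamini-Hochberg adjustment), and *Shank3* ranked 5 of 14239 genes by unadjusted p. With each library left out in turn it stayed between 0.40 and 0.67. In HET the log2FC was 0.06 (standard error 0.13), within the spread of the WT mice, and it changed sign to −0.08 without WT replicate 3. These are sums over the whole gene, and single exons were not analysed here.

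**Figure D2:**
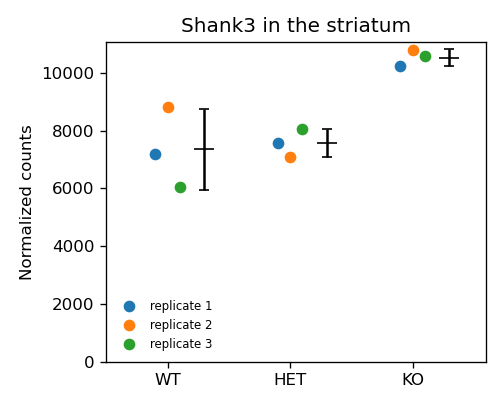
Normalized counts of *Shank3* per mouse (points, coloured by replicate number) in WT, HET and KO, with the mean and SD of the 3 mice beside them. The KO mice sit between 10240 and 10800, above the WT and HET mice.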

**Figure 1.**
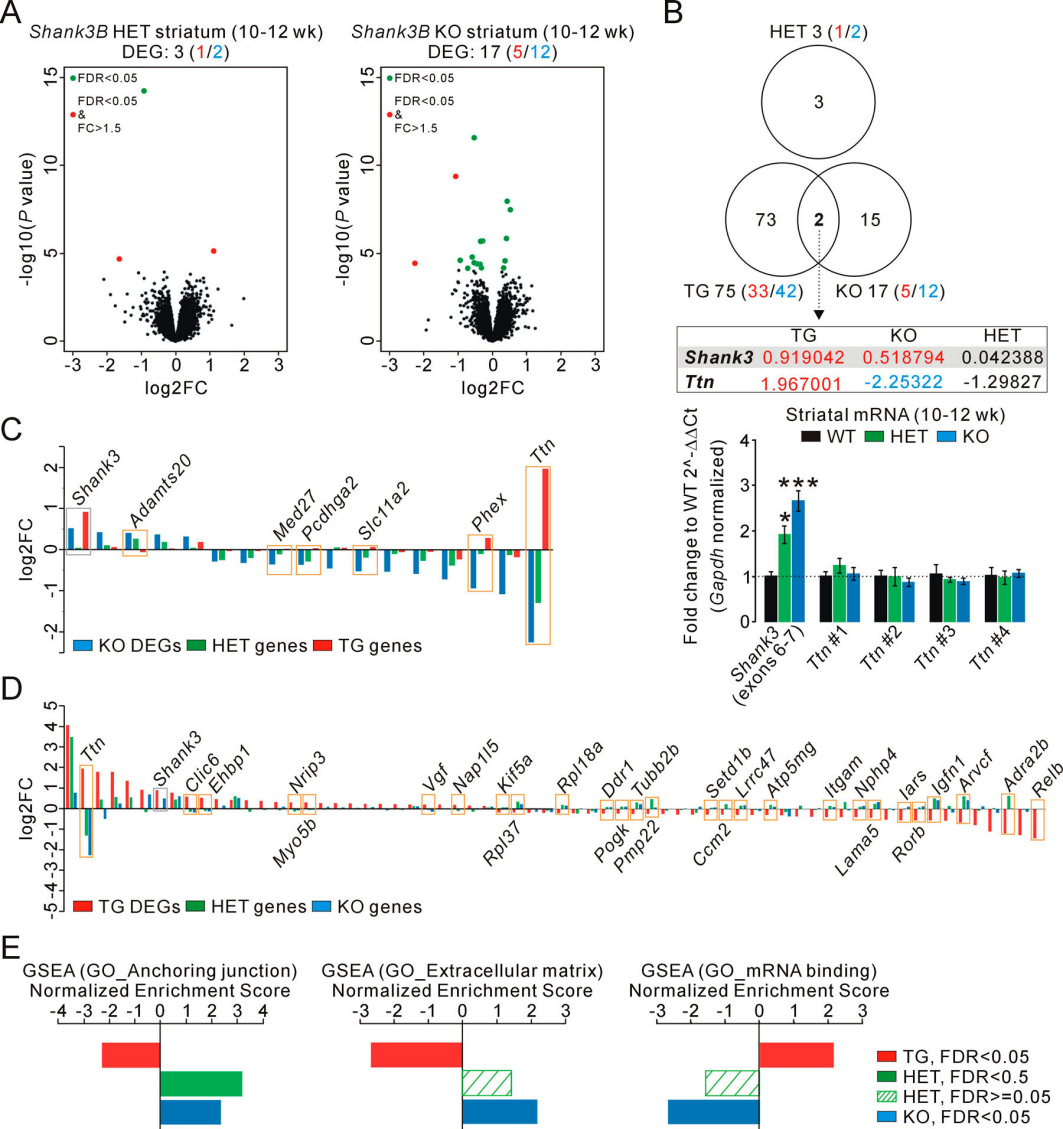
Transcriptome analyses of the *Shank3B* heterozygous and knock-out striatum and comparison with that of the *Shank3* overexpressing striatum. (A) Volcano plots for the striatal RNA-sequencing (RNA-seq) analyses of adult *Shank3B* heterozygous (HET) and knock-out (KO) mice. Differentially expressed genes (DEGs), defined by false discovery rate (FDR) < 0.05, are shown as green (FC < = 1.5) and red (FC > 1.5) circles. FC, fold change; wk, weeks. (B) The Venn diagram shows the number of common DEGs among the KO, HET, and TG striatal RNA-seq analyses. For the common DEGs (*Shank3* and *Ttn*), the log2FC values for each genotype are shown. The bar graph shows the qRT-PCR results for *Shank3* and *Ttn* (four different primer sets) in the HET and KO striatum (*n* = 4 animals per each genotype). (C) The bar graph shows log2FC values for the 17 DEGs of the KO striatum and for the corresponding genes in the HET and TG striatum. The *Shank3* and six candidate genes are highlighted. (D) The bar graph shows log2FC values for the 75 DEGs of the TG striatum and for the corresponding genes in the HET and KO striatum. The *Shank3* and 27 candidate genes are highlighted. (E) The bar graphs show opposite directional normalized enrichment score (NES) values of the gene set enrichment analysis (GSEA) for the TG, HET, and KO striatal transcriptome on the three gene ontology (GO) gene sets. Data are presented as mean ± SEM. *P < 0.05; ***P < 0.001 (One-way ANOVA, Tukey’s post-hoc test).

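*Ttn* (ENSMUSG00000051747) lies on the minus strand of chromosome 2 from 76703980 to 76982547. The KO libraries had 14.3, 10.9 and 10.3 normalized counts and the WT libraries 11.5, 164.3 and 17.5. The log2FC in KO was −1.40 (standard error 0.81, adjusted p = 0.999 from limma with Benjamini-Hochberg adjustment), and the difference was not larger than the spread between mice (two-sided exact permutation test, p = 0.2). The value rested on WT replicate 2. Without that library the log2FC was −0.25, and without WT replicate 1 it was −2.12.

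**Figure D3:**
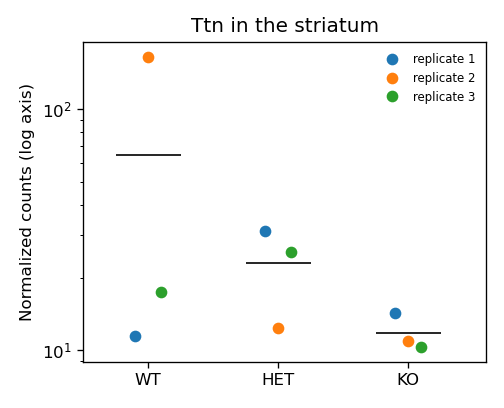
Normalized counts of *Ttn* per mouse on a log axis (points, coloured by replicate number) in WT, HET and KO, with the mean of the 3 mice as a line. WT replicate 2, with 164.3 normalized counts, lies above the other 8 libraries, which reach 31.4 at most.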

The other common DEG, *Ttn*, was up- and down-regulated in the TG and KO striatum, respectively (Figure 1(B)). Moreover, *Ttn* expression showed a trend of decrease in the HET RNA-seq analysis. Therefore, *Ttn* could be a candidate gene whose striatal expression is regulated in a Shank3 dosage-dependent manner. However, qRT-PCR validations of the HET and KO striatum with four independent primer sets targeting different exons of *Ttn* did not show its expression change relative to the WT striatum (Figure 1(B)). Therefore, we concluded that *Ttn* was a false positive DEG of the RNA-seq analyses, which may be caused by the large number of *Ttn* exons (> 300 encoding a protein of 4,200 kDa) and its low expression level in the striatum (i.e. low basemean value [ < 40] from the transcriptome analysis, Supporting material 1(Table 2)).

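The HET libraries had 31.4, 12.4 and 25.5 normalized counts of *Ttn*. The log2FC against WT was −0.58 (standard error 0.81), and a two-sided exact permutation test gave p = 0.9. Both HET replicate 1 and HET replicate 3 were above WT replicates 1 and 3. Without WT replicate 2 the log2FC was 0.57, in the opposite direction.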

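The mean normalized count of *Ttn* over the 9 libraries was 33.1. From the qRT-PCR result the paper concludes that the difference in the sequencing data is a false positive, and it proposes the number of exons and the low expression level as possible causes. The SD of the WT mice, 86.5 normalized counts, was larger than their mean of 64.4.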

We further examined whether we could identify additional candidate genes, other than *Ttn*, with less stringent criteria. Specifically, among the 17 DEGs of the KO striatum, we selected those genes satisfying both showing the same directional expression changes in the KO and HET, and showing opposite directional expression changes in the KO and TG (regardless of significance). For example, protocadherin gamma subfamily A 2 (*Pcdhga2*) gene (down-regulated DEG in KO) was selected because it was down- and up-regulated in the HET and TG striatum, respectively. 

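*Pcdhga2* (ENSMUSG00000103332) lies on the plus strand of chromosome 18 from 37668953 to 37841870. It had 680 ± 84.6 normalized counts (SD, n = 3) in WT, 559 ± 32.7 (SD, n = 3) in HET and 527 ± 41.7 (SD, n = 3) in KO. The log2FC was −0.36 (standard error 0.12) in KO and −0.28 (standard error 0.12) in HET, each with an adjusted p of 0.999 from limma with Benjamini-Hochberg adjustment. The libraries of both genotypes lay below the lowest WT library (two-sided exact permutation test, p = 0.1 for each). Genes of the gamma-protocadherin cluster share their last exons, so that reads could be split between its members and the value of a single member is uncertain.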

We identified five genes other than *Ttn* among the 17 DEGs of the KO striatum (Figure 1(C)). However, the fold change (FC) values of them in the TG striatum were very low (average of absolute log2FC, 0.093) (Supporting material 1(Table 3)). 

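The other candidates were *Adamts20*, *Med27*, *Slc11a2* and *Phex*. *Slc11a2*, on chromosome 15, had the second smallest unadjusted p of the KO comparison, with 1980 ± 27.8 normalized counts (SD, n = 3) in WT and 1374 ± 76.5 (SD, n = 3) in KO. Its log2FC was −0.53 in KO and −0.20 in HET. *Adamts20*, also on chromosome 15, rose by a log2FC of 0.41 in KO and 0.27 in HET. *Med27* had log2FC values of −0.36 and −0.11, and *Phex* of −0.89 and −0.04. All 5 genes had the direction of Figure 1(C) in KO and HET, and in KO their 3 libraries lay outside the range of the WT libraries, which chance gives for 10% of genes. With each library left out in turn, the log2FC of *Med27* in HET ran from −0.19 to −0.054, that of *Slc11a2* in HET from −0.29 to −0.14 and that of *Phex* in KO from −1.09 to −0.57. In HET the sign of *Phex* rested on single libraries, with a log2FC of 0.28 without WT replicate 2 and 0.05 without HET replicate 2. Adjusted over the list alone, 5 of the 5 genes had an adjusted p under 0.05 in KO (limma with Benjamini-Hochberg adjustment, the largest 0.0149), against 0 when adjusted over all genes tested. The study chose the list on these libraries, so the first count is not independent evidence.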

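The genes labelled in Figure 1(D), *Ttn* and *Shank3* aside, number 26, and each was among the genes tested, with *Atp5mg* listed under its synonym *Atp5l*. Their mean absolute log2FC was 0.14 in KO and 0.18 in HET, against a median standard error of 0.17. In KO the mean was 0.21 without KO replicate 2 and 0.091 without KO replicate 3. In KO, 1 gene (*Relb*, log2FC 0.29) had an unadjusted p under 0.05, and in HET 0 genes did. Adjusted over the list alone, 0 genes had an adjusted p under 0.05 in either genotype (limma with Benjamini-Hochberg adjustment), and the same count was 0 over all genes tested. The study took these genes partly for their signs in these libraries, so that the list is not independent of them. Among 10000 random lists of 26 genes with similar mean expression, the mean absolute log2FC lay at percentile 98.6 in KO and 100 in HET. The direction of Figure 1(D) was found for 25 of the 26 genes in KO and HET, the exception being *Ehbp1* with a log2FC of 0.01 in KO and −0.11 in HET. This count was 15 without HET replicate 3, 15 without KO replicate 3 and 10 without both, the last being a setting chosen after the values were seen.

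**Figure D4:**
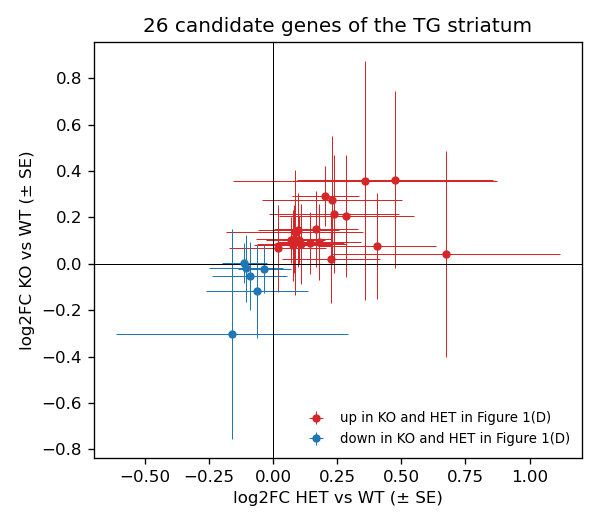
The log2FC of the 26 genes in HET (horizontal axis) and KO (vertical axis) against WT, with standard errors from limma, coloured by the direction in Figure 1(D). Of the points, 25 lie on the side of both axes that the study gives, with errors that mostly cross 0.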

In a similar manner, 26 genes other than *Ttn* were identified among the 75 DEGs of the TG striatum, but their FC values in the KO striatum were also very low (average of absolute log2FC, 0.148) (Figure 1(D); Supporting material 1 (Table 4)). Gene ontology (GO) analysis on the 31 genes did not reveal any significant term (data not shown).

Next, we performed gene set enrichment analysis (GSEA) of the HET and KO striatal transcriptome to understand molecular signatures based on broader expression changes rather than specific DEGs. We then compared the results with our previous GSEA of the TG striatal transcriptome (Lee, Kim et al. 2017; Jin, Kang, Ryu et al. 2018) to identify significant GSEA terms with opposite directional normalized enrichment scores (NESs) in the KO and TG striatum. We identified three terms from the GO category, ‘anchoring junction’, ‘extracellular matrix’, and ‘mRNA binding’ (Figure 1(E)). Notably, for all three terms, the HET NES values showed the same directions as those of KO, and the ‘anchoring junction’ term was also significantly enriched for the HET striatal transcriptome (Figure 1(E)). 

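The GO gene sets were not used here, and families fixed by gene symbol stand in for them. The 97 anchoring junction genes had a median log2FC of 0.036 in KO and 0.024 in HET, with adjusted p of 0.13 and 0.139 from limma's camera test over 12 tests. For the 141 extracellular matrix genes the medians were 0.044 and 0.020 (adjusted p 0.139 and 0.319), and for the 130 mRNA-binding protein genes −0.014 and −0.033 (adjusted p 0.319 and 0.13). The directions were those of Figure 1(E) in both genotypes, and 0 of these 6 tests had an adjusted p under 0.05, against 1 with an unadjusted p under 0.05. Single libraries moved the directions and the calls. The extracellular matrix genes passed in KO without KO replicate 1 (median 0.084) and without WT replicate 3 (0.070), and the mRNA-binding protein genes passed in HET without WT replicate 3 (−0.055). Other libraries weakened them, with medians of 0.0077 without KO replicate 3 for the first and −0.0015 without WT replicate 1 for the second. The anchoring junction median was −0.0066 in HET without HET replicate 3 and −0.0035 in KO without KO replicate 3. The extracellular matrix median was −0.0091 in HET without HET replicate 2, and the mRNA-binding median 0.013 in KO without WT replicate 1.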

Since GSEA often reflects downstream transcriptional responses, rather than direct regulation, to changes in the cellular state, these results suggest that Shank3 dosage may affect anchoring junction-related functions in the mouse striatum, which requires further investigations to be validated.

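A test of the slope of expression over the number of intact *Shank3* alleles (2, 1 and 0) gave 0 genes with an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment, and 138 genes with an unadjusted p under 0.05. Between KO and HET, 0 genes passed the adjusted threshold and 186 the unadjusted one. Across genes, which are not independent replicates, the log2FC values of KO and HET correlated with a Pearson r of 0.52, and 69.4% of genes had the same sign. Simulated groups without any change against shared WT libraries gave 0.50 ± 0.02 and 66.7% ± 0.41 (SD over 100 simulations). The simulations treat genes as independent. Regrouping the 9 libraries, which keeps the correlation between genes, gave an r as high in 49 of 100 groupings and as high a share of equal signs in 44 of 100. Without HET replicate 3 the r was 0.30 and the share 52.3%.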

In conclusion, our results suggest minimal effects of Shank3 dosage on directional gene expression changes in the mouse striatum. In other words, at least in the striatum, Shank3 reduction and overexpression affect different group of genes with different degrees. Therefore, transcriptional changes, compared to synaptic changes, may have much less contribution to the striatal neuronal phenotypes sensitive to Shank3 dosage. Nevertheless, we cannot exclude the possibility that gene expression in other brain regions, such as the medial prefrontal cortex, may be more sensitive to Shank3 dosage than that in the striatum (Jin, Kang, Ryu et al. 2018; Qin et al. 2018). Moreover, considering the developmental functions of Shank3, Shank3 dosage may have stronger effects on directional gene expression changes at early developmental stages. Intriguingly, we found and confirmed increased expressions of the non-targeted *Shank3* exons in the *Shank3B* Het and KO striatum. We speculate that synaptic loss of Shank3 induces transcription of specific *Shank3* isoforms via certain mediators, such as *β*-catenin (Qin et al. 2018), which translocate from synapse to the nucleus.

## Materials and methods

### Mice

The *Shank3B* HET and KO mice used in this study have been described previously (Peca et al. 2011). The male WT, HET, and KO mice were bred and maintained in a C57BL/6J background according to the Korea University College of Medicine Research Requirements, and all the experimental procedures were approved by the Committees on Animal Research at the Korea University College of Medicine (KOREA-2016-0096). The mice were fed and had access to water *ad libitum* and were housed under a 12-h light–dark cycle.

### RNA sequencing and analysis

The mice (10–12-week-old male WT, HET, and KO) were deeply anesthetized with isoflurane and decapitated. The striatum was dissected from each brain, immediately placed in RNAlater solution (Ambion), and stored at 4°C overnight. The striatum from one mouse was used to make one RNA sample, and a total three sets of RNA samples (total three mice per each genotype) were processed for RNA sequencing. RNA extraction, library preparation, cluster generation, and sequencing were performed by Macrogen Inc. (Seoul, Korea). RNA samples for sequencing were prepared using a TruSeq Stranded mRNA LT Sample Prep Kit (Illumina) according to the manufacturer’s instructions. An Illumina’s HiSeq 2000 was used for sequencing to generate 101-bp paired-end reads. Raw data were submitted to the GEO (Gene Expression Omnibus) repository under accession number GSE124946.

Transcript abundance was estimated with Salmon (v0.9.1) (Patro et al. 2017) in Quasi-mapping-based mode onto the Mus musculus genome (GRCm38) with GC bias correction (–gcBias). Quantified gene-level abundance data was imported to R (v.3.6.0) with the tximport (Soneson et al. 2015) package and differential gene expression analysis was carried out using R/Bioconductor DEseq2 (v1.19.11) (Love et al. 2014). Normalized read counts were computed by dividing the raw read counts by size factors and fitted to a negative binomial distribution. The *P* values were first corrected by applying an empirical estimation of the null distribution using the R fdrtool (v.1.2.15) package and then adjusted for multiple testing with the Benjamini–Hochberg correction. Genes with an adjusted *P* value of less than 0.05 were considered as differentially expressed. Volcano plots were generated using the R ggplot2 (v.2.2.1) package.

The GO and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were performed using DAVID software (version 6.8) (Huang da et al. 2009). Mouse gene names were converted to human homologs using the Mouse Genome Informatics (MGI) database (http://www.informatics.jax.org/homology.shtml).

GSEA (http://software.broadinstitute.org/gsea) (Subramanian et al. 2005) was used to determine whether a *priori*-defined gene sets would show statistically significant differences in expression between *Shank3B* and WT mice. Enrichment analysis was performed using GSEAPreranked (gsea-3.0.jar) module on gene set collections H (Hallmark gene sets; 50 gene sets) and CP (KEGG; 186 gene sets) downloaded from Molecular Signature Database (MSigDB) v6.1 (http://software.broadinstitute.org/gsea/msigdb). GSEAPreranked was applied using the list of all genes expressed, ranked by the fold change and multiplied by the inverse of the *P* value with recommended default settings (1,000 permutations and a classic scoring scheme). The False Discovery Rate (FDR) was estimated to control the false positive finding of a given NES by comparing the tails of the observed and null distributions derived from 1000 gene set permutations. The gene sets with an FDR of less than 0.05 were considered as significantly enriched.

### RNA purification and qRT-PCR

Real-time quantitative reverse transcription PCR (qRT-PCR) was performed as described previously (Kim et al. 2016; Lee, Zhang et al. 2017). Briefly, total RNA was extracted from the straitum of WT and *Shank3B* mice using an miRNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions. Two micrograms of total RNA was used for cDNA synthesis using iScript™ cDNA Synthesis Kit (Bio-Rad). Target mRNAs were detected and quantified by a real-time PCR instrument (CFX96 Touch, Bio-Rad) using SYBR Green master mix (Bio-Rad). The results were analyzed using the comparative Ct method normalized against the housekeeping gene *Gapdh*. The primer sequences for real-time PCR are as follows:

*Gapdh* forward 5′ GGCATTGCTCTCAATGACAA 3′,

   reverse 5′ CCCTGTTGCTGTAGCCGTAT 3′

*Shank3* forward 5′ TGGTTGGCAAGAGATCCAT 3′,

   reverse 5′ TTGGCCCCATAGAACAAAAG 3′

*Ttn* #1(exon 28) forward 5′ GACACCACAAGGTGCAAAGTC 3′

   reverse 5′ CCCACTGTTCTTGACCGTATCT 3′

*Ttn* #2 (exon 275) forward 5′ CTACGTGGTAGAAAAGCGAGAAA 3′

   reverse 5′ ACACCGTACTTGTTGACAGCC 3′

*Ttn* #3 (exon 232) forward 5′ CTCCAGCCAAAGACGGTGG 3′

    reverse 5′ GCAGTGAGAAGTTTATCGGGTTC 3′

*Ttn* #4 (exon 307) forward 5′ ACCAAAGAAGATAAGACCAGAG 3′

    reverse 5′ GACAATTCCAAACTCACCAC 3′

How the deposited data were processed for this re-analysis (not part of the article)

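The striatum of 9 male mice was measured by RNA-seq, with 3 WT, 3 HET and 3 KO mice. Samples were assigned to genotypes and replicate numbers from their labels, and columns of the table were matched to samples by name, with 0 columns left unused. The authors made the deposited signal, normalized counts per gene, with Salmon, tximport and DESeq2 size factors. With tximport the factor can carry a term for transcript length, low values scatter around multiples of a read, and whole reads were not recovered. The planned count test was therefore not used, and the test planned for normalized values took its place. The depth in reads is unknown, so no interval from counting error is given, and the precision comes from the spread between mice.

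Values were transformed as log2(normalized count + 1). Genes with a value of at least 10 in at least 3 libraries (14239 of 15464) were fitted with limma 3.58.1 in R 4.3.3, with trend in the variance prior, all 9 libraries in one fit and no covariate. HET against WT, KO against WT, KO against HET and the slope over intact *Shank3* alleles were tested, with Benjamini-Hochberg adjustment and a threshold of 0.05. Single genes were also tested with exact two-sided permutation tests, whose smallest p is 0.1. Gene symbols were found for 15457 genes and 7 had none. Coordinates come from a GENCODE annotation of GRCm38. Figures were drawn with matplotlib 3.10.9.

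Genes named in the text were set by a rule before the data were examined: each gene named in the study's text or Figure 1, and each gene past an adjusted p of 0.05 where there were 10 or fewer. Other genes named were chosen after their values were seen. Gene families were defined by symbol and tested with limma's camera (inter-gene correlation 0.01) with fry beside it. The families were extracellular matrix, anchoring junction, mRNA-binding protein, ribosomal protein, oxidative phosphorylation and gamma-protocadherin genes. Marker lists for choroid plexus, cortical, thalamic and septal, and medium spiny neurons, oligodendrocytes, astrocytes, microglia, vessels and meninges, blood, neuronal activity, muscle and the Y chromosome were tested in the same way, and 109 of the 123 markers were among the genes tested. A list for X inactivation had fewer than 3 genes tested and was not used.

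Replicate numbers were checked for pairing by correlating each library's deviations from its genotype's mean. Same-numbered HET and KO libraries correlated at 0.52, 0.28 and 0.51, so that the numbers pair HET with KO, while those of WT and KO correlated at 0.24, −0.22 and 0.02 and those of WT and HET at 0.32, −0.014 and 0.0054. Across numbers, WT replicate 2 correlated with HET and KO replicate 3 at 0.165 and 0.239, and WT replicate 3 with HET and KO replicate 2 at 0.127 and 0.104. The paper's text does not say what the numbers stand for. With the replicate number as a block, KO against HET gave 0 genes past the adjusted threshold and 318 at an unadjusted p under 0.05, against 186 without it.

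The fit was tested on simulated data with known changes. Of 200 genes with an added log2FC of 1, 127 were called in simulated libraries and 133 in the real ones, with 8 and 2 other genes called among 14239. The rate for a smaller number of changed genes was not measured. Alternatives were other filters, pseudocounts, normalization, variance priors, a replicate block, fits of the compared genotypes alone and leaving out each library. Exon-level expression, qRT-PCR and the TG libraries were not analysed here.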

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

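The genes in this part were picked after their values were seen, and the rule was an unadjusted p under 0.001 with no overlap between the 3 libraries of a genotype and the 3 WT libraries, among genes that the paper's text and Figure 1 do not name. The DEG tables of Supporting material 1 were not used here. Chance alone, with independent genes, would give 14.2 genes at that p in each comparison. In each comparison 2 were found, of which Figure 1(C) names *Slc11a2* in KO. None had an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment.

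*Slc5a6* on chromosome 5 was lower in HET, with a log2FC of −0.92 (adjusted p = 0.811). The HET libraries had 318.5, 268.4 and 314.9 normalized counts, the WT libraries 585.5, 611.8 and 516.8, and the KO libraries 438.5, 555.7 and 584.7. With each library left out in turn, the log2FC in HET stayed between −0.995 and −0.846, so that no single library makes the difference. The change is not graded with the number of intact alleles, since KO lies near WT (log2FC −0.13). No explanation was tested.

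*Flnc* on chromosome 6 was listed at 0 in the 3 WT libraries and at 53.6, 19.6 and 91.96 normalized counts in the HET libraries. In KO it was listed at 0, 16.3 and 0. A value of 0 next to values of this size can come from the estimate of transcript abundance, and the deposited values do not show which. No biological explanation was tested.

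*Cd300ld3* on chromosome 11 was listed at 0 in the 3 KO libraries and at 12.43, 11.3 and 11.6 normalized counts in the WT libraries. HET had 5.31, 11.7 and 2.17. These values are near the filter of 10. It belongs to a family of similar genes whose reads the counting can split, and no explanation was tested.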

How the results depend on the processing

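Under the alternatives set before the data were examined, the number of genes with an adjusted p under 0.05 stayed at 0 in HET, in KO, between KO and HET and for the slope over intact alleles, including each fit that left out one library. The unadjusted counts moved from 72 to 292 in KO, and up to 394 in HET, across the 9 fits that each left out one library. With the replicate number as a block, the unadjusted counts were 365 in HET and 310 in KO, and the adjusted counts stayed at 0. For WT the pairing by number held only for replicate 1. WT replicate 2 deviated with HET and KO replicate 3 (correlations 0.165 and 0.239). WT replicate 3 deviated with HET and KO replicate 2 (0.127 and 0.104). The block does not model these crossed pairs. Under the block, 3 marker tests passed against 4 without it, and it changed no call among the gene families.

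Leaving out each library in turn gave a range for each value. The log2FC of *Ttn* ran from −2.12 to −0.25 in KO and from −1.29 to 0.57 in HET, the highest without WT replicate 2 in both. That of *Shank3* in HET ran from −0.075 to 0.20, that of *Phex* in HET from −0.24 to 0.28, that of *Ehbp1* in KO from −0.010 to 0.036, that of *Pmp22* in KO from −0.0058 to 0.19 and that of *Slc5a6* in KO from −0.21 to 0.00014. The mean absolute log2FC of the TG candidates ran from 0.091 to 0.21 in KO and from 0.13 to 0.26 in HET. The number of TG candidates with the direction of Figure 1(D) ran from 15 to 25, and the share of genes with equal signs in KO and HET from 52.3% to 76.0%, both lowest without HET replicate 3. Calls among the gene families ran from 1 to 4 and among the marker lists from 2 to 9. The median log2FC ran from −0.0091 to 0.073 for extracellular matrix genes in HET, from −0.0066 to 0.056 and from −0.0035 to 0.052 for anchoring junction genes in HET and KO, from 0.0077 to 0.084 for extracellular matrix genes in KO, from −0.055 to −0.0015 for mRNA-binding protein genes in HET, from −0.031 to 0.013 for mRNA-binding protein genes in KO, from 0.0080 to 0.090 for ribosomal protein genes in HET, from −0.058 to 0.031 for ribosomal protein genes in KO, and from −0.018 to 0.040 and from −0.048 to 0.0055 for oxidative phosphorylation genes in HET and KO. Fewer libraries are fitted in these cases, and beyond that the cause was not tested.

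Under fry, 0 gene families and 0 marker lists passed, against 3 and 4 under camera, which assumes a small correlation between genes.

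Other settings were chosen after seeing the values. With array weights, the log2FC of *Shank3* in HET was −0.024 and that of *Ehbp1* in KO −0.0066, and the medians were −0.014 for anchoring junction genes in HET and 0.013 for ribosomal protein genes in KO. The number of genes at an unadjusted p under 0.05 in KO rose from 117 to 395 with these weights. The TG candidates with the direction of Figure 1(D) fell from 25 to 17. With log2 ratios of group means in place of differences of mean log2 values, *Ttn* was at −2.44 in KO and −1.48 in HET, and no sign changed among the genes followed across the settings. With an empirical null, 1 gene passed in HET, 2 in KO, 2 between KO and HET and 2 for the slope. The unadjusted counts at 0.05 were then 529 in HET, 650 in KO and 981 between KO and HET. With HET replicate 3 and KO replicate 3 both left out, 10 TG candidates had the direction of Figure 1(D), 5 family tests and 7 marker tests passed, *Ehbp1* and *Pmp22* had log2FC values of −0.00923 and −0.0058 in KO, and the medians were −0.0066 and −0.0035 for anchoring junction genes in HET and KO and 0.031 for ribosomal protein genes in KO. For these changes the cause was not tested.

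The alternatives planned for counts were not run, since whole reads were not recovered. They were other count tests, an empirical null on a count test and other size factors.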

Differences from the paper's values

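The paper reports 17 DEGs in the KO striatum and 3 in the HET striatum, and 0 and 0 were found here. None of the alternatives set before the data were examined closed the gap, and each gave 0 for both. With an empirical null in limma, chosen after seeing the values and modelled on the study's use of fdrtool, 2 genes passed in KO (*Slc11a2* and *Cd300ld3*) and 1 in HET (*Slc5a6*). *Slc11a2* is among the paper's candidates from the KO DEGs. *Shank3* and *Ttn*, which the paper calls in KO, had adjusted p of 0.0624 and 0.984 under that setting. The study's count test was not repeated here, because whole reads were not recovered from the normalized counts.

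The paper calls *Ttn* lower in KO and gives a trend of decrease in HET. The log2FC read by eye from Figure 1(B) is about −2.3 in KO and about −1.3 in HET, against −1.40 and −0.58 here as differences of mean log2(normalized count + 1), and −2.44 and −1.48 as log2 ratios of the mean normalized counts, a scale added after seeing the values. On that scale too the values rest on WT replicate 2, with −0.29 in KO and 0.67 in HET without it. For *Shank3*, about 0.52 in KO and about 0.042 in HET were read by eye from Figure 1(B), against 0.54 and 0.058 here and 0.52 and 0.042 as log2 ratios of the means. *Ehbp1* is drawn lower in KO in Figure 1(D), and its log2FC here was 0.01.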

Other observations

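The tests on HET replicate 3 and KO replicate 3 for a shared number and for tissue mixture, those on the placement of genes near *Shank3* by chance, on effects outside that segment and on what the correlation in the window can detect, and those on muscle, signs and shared WT libraries were chosen after the result was seen, as were the counts of splits at the adjusted threshold.

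HET replicate 3 and KO replicate 3 deviated together from their genotypes' means, with a correlation of 0.51 across genes. Mitochondrial transcripts made up 6.02% and 6.64% of their normalized counts, against 8.56% to 9.72% in the other libraries. GC content (Spearman 0.169 with the mean deviation across 14233 genes) and gene length (0.0326) stayed under the limit of 0.3 set for them. WT replicate 3 did not share the deviation, with a mean correlation of 0.0149, which argues against a batch of the libraries numbered 3. WT replicate 2 correlated with HET and KO replicate 3 at 0.165 and 0.239, though its mitochondrial share was 9.72%. A batch that does not follow the numbers therefore stays open. The largest median deviation of a marker list, that of activity-induced genes, was 1.5 times the median absolute deviation of all genes, under the limit of 2 written for it. A list's median against the spread of single genes nevertheless decides nothing about tissue mixture, which stays open. RNA quality was not analysed here.

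Fewer genes than chance gives, with independent genes, had an unadjusted p under 0.05. Splitting the libraries in other ways keeps the correlation between genes. The 10 splits, the real one included, had a median of 316.5 genes in KO and 568.5 in HET, also under 712. In KO the real count of 117 was the lowest of the splits, and in HET the lowest was 121 against a real count of 158. Leaving out HET replicate 3 and KO replicate 3 raised the share in KO to 1.54%, and the replicate block raised it to 2.18%, both below 5%. Array weights, a setting chosen after the values were seen, gave these libraries weights of 0.308 and 0.368. With array weights 395 genes passed in KO, under the 712 that 5% of the genes would be. None of these settings alone brought the share to 5%. A block with the crossed pairs of WT was not fitted, so pairing between libraries stays open as a cause. No biological explanation was tested.

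The real grouping was set against other splits of the libraries. In KO, 10 of 10 splits of the 6 libraries gave as many genes past the adjusted threshold, and the same held for HET and for KO against HET, which decides nothing since the real count is 0. At an unadjusted p under 0.05, 10 of 10 splits gave as many genes as the real one in KO, 9 of 10 in HET and 8 of 10 between KO and HET. With 10 splits no share can fall under 0.05. Same-numbered HET and KO libraries deviate together, and 4 of the 10 splits between KO and HET part all 3 of these pairs. They gave 186 (the real split), 178, 198 and 116 genes, while the other 6 splits gave 349 to 2832. WT replicates 1, 2 and 3 deviated with replicates 1, 3 and 2 of HET and KO, a pairing set after the correlations were seen. In HET the 4 splits that part these pairs gave 158 (the real split), 450, 206 and 121 genes. The other 6 gave 511 to 907. In KO the 4 splits gave 117 (the real split), 517, 125 and 178 genes, and the other 6 gave 262 to 1037. For the slope over alleles, 100 of 100 groupings gave as many genes past the adjusted threshold, which again decides nothing since the real count is 0, and 89 of 100 gave as many at the unadjusted one.

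Of the 50 genes with the smallest p in KO, *Shank3* left out, 8 lay within 15 Mb of *Shank3* on chromosome 15, where 1.35 would be placed by chance. They were *Dennd6b*, *Cpne8*, *Adamts20*, *Cers5*, *Slc11a2*, *Csrnp2*, *Cela1* and *Acvrl1*, and none had an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment. In HET the number was 1. The pattern was noticed at several cut-offs, with 8, 10, 12 and 13 genes on the whole of chromosome 15, *Shank3* counted here, among the 20, 50, 100 and 200 smallest p-values in KO. In HET these counts were 3, 3, 6 and 10, and chance would give 0.811, 2.03, 4.05 and 8.11. Shifting the gene order gave as many in 1.91% of shifts, and in 0 of the 13450 shifts clear of the window. With each library left out, the number stayed at 3 or more, the lowest without WT replicate 3. A candidate explanation was a chromosome segment carried along with the targeted allele. It predicted that HET and KO log2FC values correlate more within the window than elsewhere, and the window lay at percentile 38.1 of other stretches, so that the prediction was not met. A check added afterwards showed that this test decides nothing. A log2FC of 0.415 in KO, the median size of the 8 genes, and an assumed smaller change in HET were added to 8 genes of other stretches, and the test detected 2.8% of 1000 such draws. The 8 genes had the same sign in HET as in KO, as did 39 of the 42 other genes among the 50, so that equal signs do not set the window apart. The mean absolute statistic of the 385 genes in the window lay at percentile 97.2 of stretches with as many genes, which does not settle whether effects independent of the segment suffice. A carried segment and effects of *Shank3* loss on these genes cannot be told apart here.

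WT replicate 2 alone had a high *Ttn* count. Muscle tissue in that sample would raise other muscle genes, and the mean log2 level of 7 muscle markers was lower than the highest of the other libraries, with a difference of −0.395. The source of the value stays open.

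The paper selects genes whose signs in KO and HET are equal and opposite to TG. With 69.4% of genes of equal sign, 34.7% would meet the rule by chance, or 26 of the paper's 75 TG DEGs. The paper's 26 genes and *Ttn* gave a two-sided exact binomial p of 0.809, which is in line with signs unrelated to TG. The binomial test treats genes as independent. The correlation of KO and HET log2FC values was reached by 17 of 100 simulations with shared WT libraries. The share of equal signs, 69.4%, was reached by 0 of the 100, which treat genes as independent, and by 44 of 100 regroupings of the libraries, which do not.

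Under camera, the 22 gamma-protocadherin genes were lower in KO (median log2FC −0.12) and HET (−0.14), each with an adjusted p of 0.00447, and the 75 ribosomal protein genes were higher in HET (0.042, adjusted p 0.00672). Under fry none passed. The gamma-protocadherin genes share exons, so that their values are not independent, and the study picked 1 of them, *Pcdhga2*, from these libraries. The ribosomal protein genes in KO (−0.011, adjusted p 0.682) and the oxidative phosphorylation genes in both genotypes (adjusted p 0.227 in each) did not pass. Single libraries moved these calls. The gamma-protocadherin genes no longer passed without WT replicate 2 (medians −0.048 in HET and −0.037 in KO), in HET without HET replicate 2 (−0.086) or in KO without KO replicate 1 (−0.080). The ribosomal protein genes no longer passed in HET without HET replicate 2 (0.0080) or without WT replicate 3 (0.025), and passed in KO without KO replicate 1 (−0.058). The oxidative phosphorylation genes passed in HET without HET replicate 3 (0.040). Of the marker lists, oligodendrocyte (median 0.36) and muscle (−0.17) genes passed in HET and medium spiny neuron (−0.25) and activity-induced (0.14) genes in KO under camera. For 3 of these lists the libraries overlapped. On a log2 scale relative to all libraries, oligodendrocyte genes stood at 0.311 in WT replicate 3 and at 0.308 at most in HET. Medium spiny neuron genes stood at −0.499 in WT replicate 3 and 0.0603 in KO replicate 1. Activity-induced genes stood at −0.216 in KO replicate 1 and 0.591 in KO replicate 2. Only the muscle genes were lower in each HET library than in each WT library. The lists for choroid plexus, cortical neurons, thalamic and septal neurons, astrocytes, microglia, vessels and meninges, blood and the Y chromosome did not pass, and under fry 0 of 24 tests passed. No explanation was tested for these lists.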
